A study of Mus musculus with 6 samples. Its data were reported in "A Switch in Iron Delivery Is Critical for Postnatal Kidney Development" (2026).

How the data were processed

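Poly-A RNA from whole mouse kidney (strain C57BL/6) was measured by RNA sequencing at postnatal day 60 in 2 groups of 3 libraries: control (wild type) and TfR1KO;KspCre. In the second group the transferrin receptor gene Tfrc (TfR1) carries exons flanked by recombination sites, and a Cre recombinase under the promoter of Ksp-cadherin removes those exons in part of the nephron. All mice had a diet with 220 ppm iron. Groups and replicate numbers were taken from the sample titles, and the 3 libraries labelled TfR1KO;KspCre are called knockout libraries throughout.

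The deposited values are raw counts per gene, with no normalization, in 1 table per group. Per the methods of the study, the authors called bases with CASAVA, trimmed reads with Trimmomatic, aligned them to the mm9 mouse genome with TopHat, kept uniquely mapped reads and counted them per gene with HTSeq. The gene annotation and the strand setting of the counting were not found in the methods that could be read. Values of overlapping genes, antisense genes and near-identical gene copies are therefore uncertain. Unique mapping lowers the counts of genes that share sequence with a copy. Poly-A selection makes the share of ribosomal RNA a measure of selection and not of expression.

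Both tables listed the same 24422 genes in the same order, of which 4664 had 0 counts in all 6 libraries. Total counts per library ranged from 11501053 to 21001341. Replicates of a group differed by far more than sampling noise, with chi-square values of 52.9 to 125.5 per degree of freedom between pairs, so each library counted as 1 replicate. Intervals on shares of counts are Wilson 95% intervals and cover counting error only, since the reads carry no molecular identifiers.

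Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with its default settings (a minimum count of 10 scaled to library size and a minimum total of 15), which left 15171 genes. Normalization was by TMM. The genotype effect was tested with edgeR's quasi-likelihood test (glmQLFit, glmQLFTest) over all 6 libraries with no covariate, and p-values were adjusted by Benjamini-Hochberg over the genes tested. Calls are genes with an adjusted p under 0.05, given also with a change of at least 2-fold. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are TMM-normalised and are given per 1e6 counts of a library, and values per library on the log2 scale used a prior count of 2. The quasi-likelihood test was run in both versions that this edgeR release offers. The package default (legacy) was kept as the main one because the plan named no version. The newer version had been run first by an oversight, and its counts of calls are given with the alternatives.

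Gene lists for nephron segments, cilium and cyst genes, HIF (hypoxia-inducible factor) targets, iron handling, cell cycle, fibrosis, tubular injury and immune cells were fixed before the data were examined, as were the tests and most alternatives. The 15 lists held 233 distinct tested genes, of which 2 were in more than 1 list. They were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the 15 lists, with fry and camera with an estimated correlation as alternatives. Lists of red cell, sex-linked and sex-biased genes served as checks of sample composition. The genes named are Tfrc, Cdh16, members of the lists and, from all other genes, the 5 largest rises and 5 largest falls in log2 fold change among calls with an average log2 CPM of at least 3 and all 3 knockout libraries outside the control range on the same side. There were 1872 such genes. Which members of the lists are named was chosen after their values were seen.

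The alternatives were DESeq2 1.42.0 size factors, upper quartile scaling and library size alone in place of TMM; no filter, or at least 10 counts in every library; DESeq2's Wald test (the tool the study names) and limma-voom; leaving out each library in turn; the replicate number as a block; the log2 ratio of Xist to 4 Y-linked genes as a covariate; library sizes without the 10 highest genes; and other thresholds. The newer quasi-likelihood version and a correction for transcript length and GC content were added after the data were seen.

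Coordinates are from GENCODE M1 on NCBIM37 (mm9), and 20791 of the 24422 gene names matched it. Transcript length and GC content were had for 88.7% of the tested genes. Uniqueness of a gene was taken as the share of the 100-base words of its longest protein-coding transcript that no other gene's longest transcript held. The tests were first tested on simulated data drawn from the real control means, library sizes and dispersions. Each gene was drawn on its own, so correlation between genes was not simulated. The 10 genes of the distal convoluted tubule list were shifted upward, and only that list passed the threshold. Of the 15171 genes simulated, 200 outside the lists were also changed, and 198 of these passed the filter and were tested. Of the 198, 157 (79.3%) were called, all in the right direction, and 16 unchanged genes were called. With no change simulated in the 15171 genes, 0 genes were called and 1 of the 15 lists passed the threshold.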

Results

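RNA sequencing was performed on 6 whole kidneys at postnatal day 60, of which 3 were control (wild type) and 3 TfR1KO;KspCre, all on an iron-sufficient diet of 220 ppm. KspCre is a Cre recombinase driven by the promoter of Ksp-cadherin, which is active in the distal nephron. The comparison asks which transcripts differ when the transferrin receptor TfR1 is deleted in these segments. Total counts were 21001341, 19988296 and 18036845 in controls 1 to 3, and 19576330, 17797789 and 11501053 in knockouts 1 to 3. The smallest library was therefore a knockout. The 10 highest genes of each library held between 4.63% and 8.77% of its counts. The ribosomal RNA gene Rn45s took 2.59% of the counts of knockout 3 (Wilson 95% interval 2.59% to 2.60%), and between 0.506% and 0.745% in the other 5 libraries.

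The first principal component of log2 CPM held 69.4% of the variance and separated the groups. The controls lay between -72.6 and -53.2 on it, and knockouts 2 and 3 lay at 88.6 and 82.1. The library labelled knockout 1 lay between them, at 9.67.

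**Figure D1:**
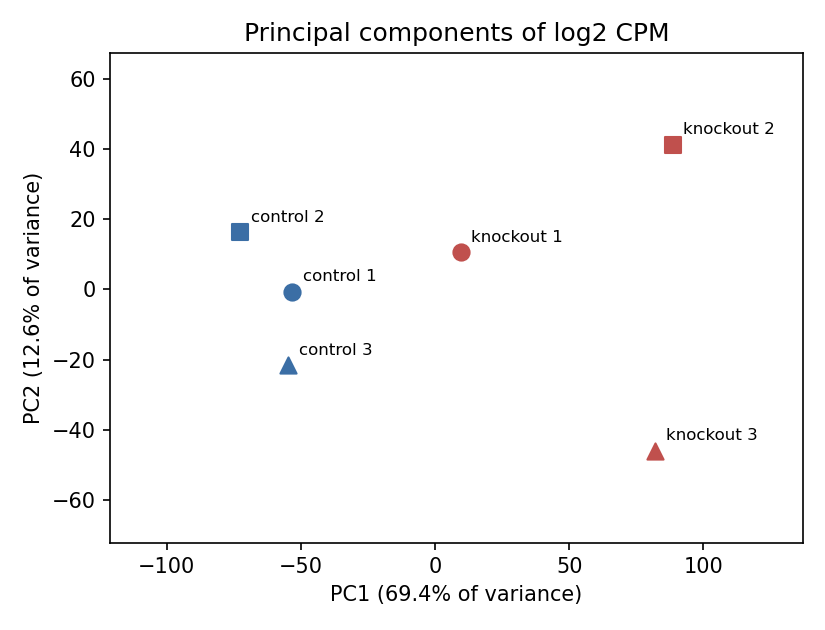
Principal components of the log2 CPM of all tested genes, with PC1 (69.4% of variance) on the horizontal and PC2 (12.6%) on the vertical axis, where each point is 1 library. The library labelled knockout 1 lies at 9.67 on PC1, between the controls and knockouts 2 and 3.

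Control 2 differed from the other 5 libraries in its sex-linked transcripts. It held 52 counts of Xist, 1451 of Ddx3y, 1317 of Eif2s3y, 518 of Kdm5d and 694 of Uty. The other libraries held between 10458 and 23845 counts of Xist and at most 4 of any of these Y-linked genes. Sex was not in the labels, so it was not a group here. With this ratio as a covariate, or without control 2, 0 genes were called, so every gene called over all genes tested with the 6 libraries and no covariate lost its call in both fits. There were 4221 and 4270 genes with an unadjusted p under 0.05 in these fits.

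The floxed gene Tfrc (ENSMUSG00000022797; chromosome 16, 32609006 to 32632880, plus strand, mm9) was examined first, because it bears on the labels. Tfrc was at 122.8 ± 54.7 CPM (SD, n = 3) in controls and 113.6 ± 90.1 CPM (SD, n = 3) in knockouts. Its log2 fold change was -0.11 (SE 0.62), with an adjusted p of 0.911 (edgeR's quasi-likelihood test). The raw counts were 2783, 2856 and 1032 in controls and 4368, 1713 and 530 in knockouts, so the library labelled knockout 1 lay above all 3 controls. The Tfrc counts therefore gave no check of the labels. The floxed exons 3 (32614652 to 32614853) and 4 (32615279 to 32615480) are 202 bases each and make up 8.26% of the 4890-base transcript. The sign of the Tfrc value was not stable, as the fold change was 0.14 with library size alone and 0.17 without control 2. Cdh16 (ENSMUSG00000031881; chromosome 8, 107125813 to 107148296, minus strand) encodes Ksp-cadherin. It was at 1421 ± 104.7 CPM (SD, n = 3) in controls and 1191 ± 335.9 CPM (SD, n = 3) in knockouts. Its log2 fold change was -0.26 (SE 0.29), and the adjusted p was 0.545 (edgeR).

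Of 15171 genes tested, 2612 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 1604 were higher and 1008 lower in knockouts. Of these, 1987 changed at least 2-fold, 1315 upward and 672 downward. The smallest adjusted p was 0.0271, so these calls lay close to the threshold, and at an adjusted p under 0.01 there were 0 calls. There were 5862 genes with an unadjusted p under 0.05. The groups did not overlap for 46.0% of the tested genes, where chance gives 10%. The number of calls rested on single libraries. It was 0 without any 1 of the 3 controls, where between 4270 and 4823 genes still had an unadjusted p under 0.05. It was 5332 without knockout 1, 73 without knockout 2 and 2 without knockout 3. DESeq2's Wald test, the tool the study names, called 4861 genes. With library size alone 81.8% of the calls were higher in knockouts, against 61.4% with TMM.

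Gene lists were then compared, to ask which nephron segments and processes moved. Proximal tubule genes fell the furthest, with a median log2 fold change of -2.12 and all 16 genes lower (camera, adjusted p 1.35e-12). The thick ascending limb list had a median of -1.11 (adjusted p 0.0104) and the distal convoluted tubule list one of -0.88 (adjusted p 0.0020), with 10 of 14 and 10 of 10 genes lower. The BBSome list holds genes of this complex of the primary cilium and related genes. It fell slightly with a median of -0.50 (camera, adjusted p 0.0064). All 17 genes were lower, but Trim32 (-0.000926) and Bbip1 (-0.051) were almost unchanged. The immune cell, tubular injury and fibrosis lists rose, with medians of 2.74 (adjusted p 1.53e-15), 2.39 (adjusted p 1.72e-13) and 2.35 (adjusted p 7.72e-12). Cell cycle genes rose with a median of 1.18 (adjusted p 1.07e-06), and podocyte genes with one of 0.49 (adjusted p 0.0333). Of these 9 lists, 7 passed the threshold under fry, and the thick ascending limb and distal convoluted tubule lists did not. With a correlation estimated per list 0 of the 15 lists passed, and 1 had an unadjusted p under 0.05. Other divisions of the 6 libraries also gave as many lists by camera, as set out in the closing section.

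The other 6 lists did not pass by camera. Their medians were -0.35 for collecting duct principal cells, -0.15 for intercalated cells, -0.35 for nephronophthisis genes, -0.20 for classical cyst genes, 0.13 for HIF targets and -0.21 for iron handling. The nephronophthisis and classical cyst gene lists passed under fry, with adjusted p of 0.0324 and 0.0251. The direction of the intercalated cell, cyst gene and iron handling lists turned with library size alone, to 0.11, 0.07 and 0.07. HIF targets passed by camera without knockout 3, with a median of 0.22, and turned to -0.08 without knockout 1. Podocyte genes did not pass without control 2 (median 0.40), under the covariate (0.41) or without knockout 1 (0.33). The thick ascending limb list did not pass without knockout 2 (median -0.79), and fell to -2.13 without knockout 1.

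**Figure D2:**
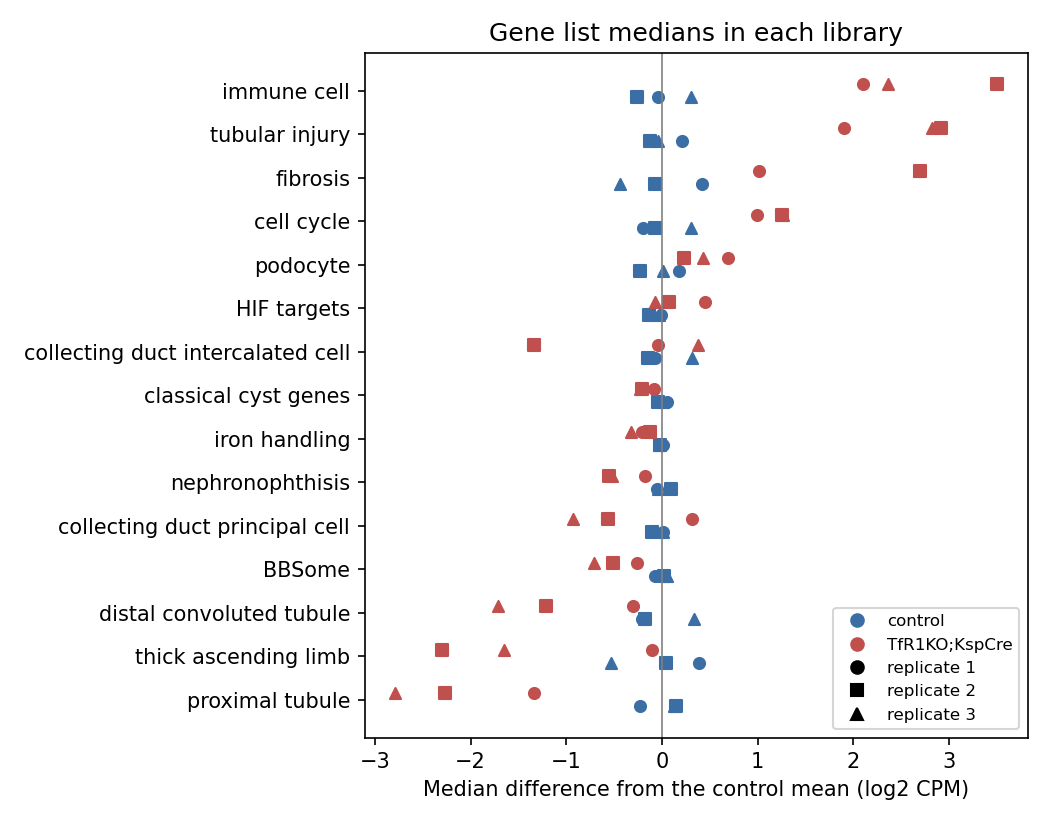
Median over each gene list of the difference from the control mean (log2 CPM, horizontal axis), where each symbol is 1 library, colours are the 2 groups and shapes the replicate numbers. In the proximal tubule list the knockout libraries lie at -1.33, -2.26 and -2.79, below all controls, whereas the library labelled knockout 1 lies at -0.10 in the thick ascending limb list, within the control range.

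At the level of genes, 77 of the 233 list genes were called over all genes tested, 59 higher and 18 lower. Adjusted over the list alone, 15 of 16 proximal tubule genes were called, against 10 over all genes tested. The same counts were 0 and 0 for the thick ascending limb, 5 and 1 for the distal convoluted tubule, 4 and 3 for principal cells, 0 and 0 for intercalated cells, and 4 and 3 for podocytes. They were 0 and 1 for the BBSome, 3 and 1 for nephronophthisis, 1 and 1 for cyst genes, 7 and 5 for HIF targets and 4 and 4 for iron handling. For the lists that rose they were 17 and 9 (cell cycle), 18 and 14 (fibrosis), 14 and 11 (tubular injury) and 17 and 16 (immune cell).

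Among proximal tubule genes, Lrp2 (megalin; chromosome 2, 69262397 to 69424122) fell from 2705 ± 318.2 to 503.6 ± 347.2 CPM (SD, n = 3 each), a log2 fold change of -2.42 (SE 0.52; edgeR, adjusted p 0.0326). Cubn fell by 2.30 and Slc34a1 by 2.12 on the log2 scale. Without control 2 these 3 genes had log2 fold changes of -2.35, -2.27 and -2.06 and were not called (edgeR, adjusted p 0.118, 0.118 and 0.129). Umod (chromosome 7, 126606380 to 126622769), which encodes uromodulin of the thick ascending limb, was at 3975 ± 1750 CPM in controls and 1375 ± 1793 CPM in knockouts (SD, n = 3 each). Its log2 fold change of -1.53 (SE 0.99) was within the spread between replicates (edgeR, adjusted p 0.291). Knockout 1 held 3444 CPM of Umod, and knockouts 2 and 3 held 422.8 and 258.6. Without knockout 1 the log2 fold change of Umod was -3.55, and the gene was called (edgeR, adjusted p 0.00554). Slc12a1 had one of -1.46 (SE 0.81) and was not called, and without knockout 1 it was -2.67 and called. Slc12a3 of the distal convoluted tubule had one of -1.08 (SE 0.88), not called, and -2.10 without knockout 1. Aqp2 and Nphs1 were not called either (log2 fold changes -0.15 and 0.17). Their sign turned between fits, Aqp2 to 0.37 without knockout 3 and Nphs1 to -0.10 without knockout 1.

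**Figure D3:**
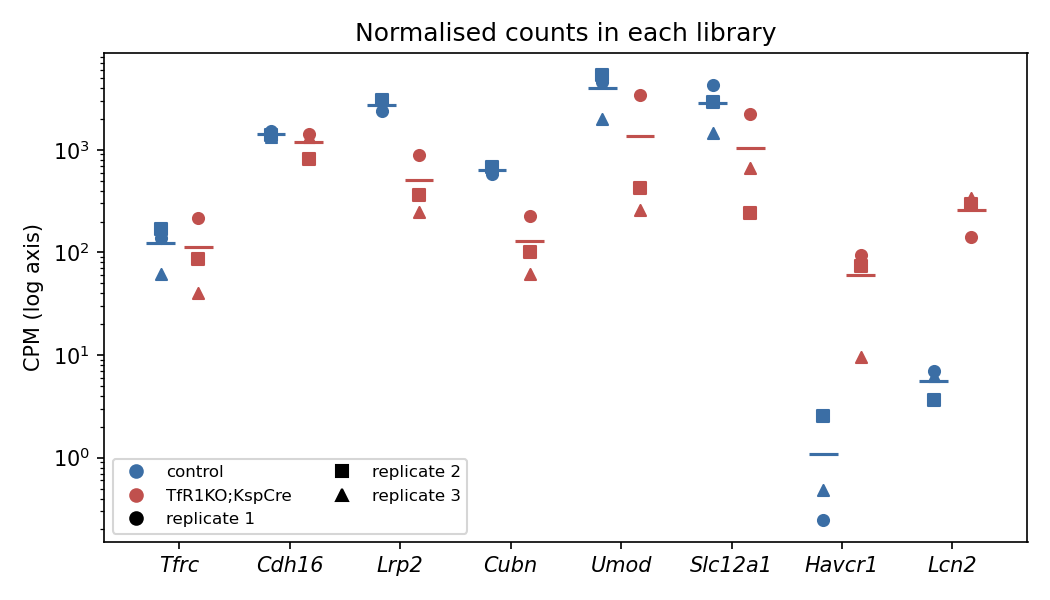
TMM-normalised counts (CPM, log axis) of 8 genes, where each symbol is 1 library, colours are the 2 groups, shapes the replicate numbers and bars the group means (n = 3). Lrp2 and Cubn lie lower, and Havcr1 and Lcn2 higher, in all 3 knockout libraries than in any control, whereas the groups overlap for Tfrc, Cdh16, Umod and Slc12a1.

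The injury gene Havcr1 (chromosome 11, 46548582 to 46593080) rose from 1.09 ± 1.25 to 59.6 ± 44.5 CPM (SD, n = 3 each), a log2 fold change of 5.80 (SE 1.12; edgeR, adjusted p 0.0305). Lcn2 (chromosome 2, 32240153 to 32243317) rose from 5.60 ± 1.74 to 259 ± 103.6 CPM (SD, n = 3 each), a log2 fold change of 5.53 (SE 0.45; edgeR, adjusted p 0.0271). Col1a1 rose by 3.52 and Mki67 by 2.26 on the log2 scale, and both were called. HIF targets went both ways. Cdkn1a, Edn1 and Eno2 were called higher, with log2 fold changes of 3.12, 2.70 and 2.26, whereas Car9 was called lower (-1.79, SE 0.28) and Ndrg1 was not called (-0.57, SE 0.40). The iron and zinc importers Slc39a8 (-1.56, SE 0.60) and Slc39a14 (-0.77, SE 0.36) were not called. Slc39a8 was called without knockout 1, at -2.35, and by DESeq2's Wald test. Without control 2 the log2 fold changes of Havcr1, Lcn2, Col1a1 and Mki67 were 7.34, 5.29, 3.39 and 2.13, and those of Cdkn1a, Edn1, Eno2 and Car9 were 2.87, 2.47, 2.15 and -1.52. None of these was then called, as Mki67 had an adjusted p of 0.136 and the others one of 0.118 (edgeR). With limma-voom over all libraries Havcr1 was not called (adjusted p 0.0759). Lcn2, Col1a1, Mki67, Cdkn1a, Edn1, Eno2 and Car9 were.

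The named genes outside the lists were Trem2, Sprr2g, Sprr2f, Pappa2 and Gabrp, which rose, and Angptl7, Sec14l3, C8a, Slc22a28 and Akr1c18, which fell. Trem2 (chromosome 17, 48485726 to 48493472) and Sprr2g (chromosome 3, 92177837 to 92179151) had at most 3 counts in any control. Trem2 was at least 117-fold higher and Sprr2g at least 121-fold higher in knockouts, at 21.1 ± 16.7 and 21.8 ± 15.5 CPM (SD, n = 3 each). The limit for Trem2 was at least 68.7-fold without knockout 2, and that for Sprr2g at least 89.2-fold without knockout 1. Sprr2f (chromosome 3, 92169109 to 92170364) had a log2 fold change of 7.09 (SE 1.84), which was 3.94 without knockout 2. It was 9.28 without control 2, where controls 1 and 3 held 1 and 0 counts. Pappa2 (chromosome 1, 160641862 to 160887870) had one of 6.37 (SE 1.42), which was 4.06 without knockout 3. Gabrp (chromosome 11, 33450781 to 33478959) had one of 5.98 (SE 0.66). Angptl7 (chromosome 4, 147869292 to 147874569) lies within Mtor on the opposite strand and had one of -5.08 (SE 1.06), uncertain because the strand setting was not found. Sec14l3 (chromosome 11, 3964844 to 3977739) had one of -5.05 (SE 1.05). C8a (chromosome 4, 104488284 to 104549003) overlaps an antisense gene and had one of -4.67 (SE 0.44). Slc22a28 (chromosome 19, 8136699 to 8206472) had one of -4.30 (SE 1.16), which was -2.37 without control 2, and only 68.3% of its 100-base words were found in no other gene, so it is uncertain. For the other 9 this share was 100%. Akr1c18 (chromosome 13, 4131861 to 4149900) had one of -4.26 (SE 0.51). Without control 2 none of these 10 genes was called, and Angptl7 and Sec14l3 had log2 fold changes of -4.17 and -3.68. With limma-voom over all libraries Sprr2g, Gabrp, C8a and Akr1c18 were called. Trem2, Sprr2f, Pappa2, Angptl7, Sec14l3 and Slc22a28 were not (limma-voom, adjusted p 0.0513, 0.117, 0.161, 0.180, 0.0865 and 0.190).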

Values the study reported

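The study reported that, with KspCre at postnatal day 60, megalin and proximal tubules in the cortex were little affected. The 26% ± 12% it gives is a decrease in megalin-positive tubule counts, which was significant in its test. The cortico-medullary thick ascending limb was depleted by 76% ± 21%. The study also described bands of fibrosis that reached the kidney surface, and kidney failure. At postnatal days 13–15 the study reported 693 genes at least 2-fold higher with KspCre, and these were enriched for the HIF1alpha pathway.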

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

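The number of calls depended on the processing. Counts within 1.5 times the main one came from DESeq2 size factors (2703), upper quartile scaling (2766), library size alone (3647), no filter (2512), at least 10 counts in every library (2291) and limma-voom (2030). The newer quasi-likelihood version, chosen after seeing the data, gave 2751 calls, of which 1675 were higher and 1076 lower, and 2064 with at least a 2-fold change; 2599 of the main calls were among them. DESeq2's Wald test gave 4861 calls, 3148 with a 2-fold change and 121 of the list genes. It held 2608 of the main calls. The cause was not tested. Library size alone shifted the median log2 fold change of all genes by 0.27 and put 81.8% of calls higher, against 61.4%.

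The fits that each left out 1 library gave from 0 to 5332 calls, from 0 to 3805 with a 2-fold change and from 0 to 127 list genes. All 3 that left out a control gave 0 calls of each kind. Without control 2, all 2612 called genes (1008 lower and 1604 higher) were still tested and 100% kept an unadjusted p under 0.05 and their direction, but these genes had been selected with control 2 included, so this does not test its effect. A fit with 1 library fewer has fewer samples, but leaving out knockout 1 raised the number, so the size of the fit alone does not set it. The Xist-to-Y covariate gave 0 calls, 0 with a 2-fold change and 0 list genes, with 4221 genes at an unadjusted p under 0.05. Only control 2 differs in that ratio by much, so this fit is close to leaving it out. A test against a 2-fold change (glmTreat) gave 0 calls, with 1849 genes at an unadjusted p under 0.05, and an adjusted p under 0.01 gave 0.

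Groups share replicate numbers 1 to 3, and a replicate block gave 0 calls, 0 with a 2-fold change and 0 list genes, with 5432 genes at an unadjusted p under 0.05. Libraries of the same number deviated from their group means with correlations of -0.13, 0.01 and 0.21, so the numbers did not pair the libraries. The block left the 9 lists past the threshold.

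The list tests gave 8 to 10 lists by camera across the fits that left out 1 library, and 8 with the covariate. With a correlation estimated per list 0 passed, so that the lists for thick ascending limb (-1.11), distal convoluted tubule (-0.88), proximal tubule (-2.12), podocyte (0.49), BBSome (-0.50), cell cycle (1.18), fibrosis (2.35), tubular injury (2.39) and immune cells (2.74) kept their medians and lost the call. Under fry the first 2 of these lost it, whereas nephronophthisis (-0.35) and cyst genes (-0.20) gained it. Preset and estimated correlation differ by construction. The proximal tubule, immune cell, tubular injury, fibrosis, cell cycle, distal convoluted tubule and BBSome lists passed camera in all 6 fits that left out 1 library. The podocyte list (0.33 to 0.65) did not pass in 3 alternatives, one of them the covariate (0.41), and the thick ascending limb list (-2.13 to -0.79) in 1 of those 6 fits. Intercalated cells ranged from -0.60 to 0.22 and HIF targets from -0.0762 to 0.22. A correction for transcript length and GC content, chosen after seeing the data, moved the cyst gene median to -0.39 and that of iron handling to -0.46. It also lowered the podocyte median from 0.49 to 0.27 and that of HIF targets from 0.13 to 0.0191, by less than the spread between replicates. The cause was not tested.

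With library size alone Tfrc turned to 0.14, Cdh16 to 0.00693, Aqp2 to 0.0662, intercalated cells to 0.11, cyst genes to 0.0697 and iron handling to 0.067, each less than the shift of all genes. Tfrc turned to 0.15 under the covariate and ranged from -0.96 to 0.29 across the fits that left out 1 library. Aqp2 ranged from -0.91 to 0.37 and Nphs1 from -0.10 to 0.40. Among single named genes, 54 results lost their call, 1 gained one, 1 changed sign and 248 stayed the same under the other alternatives. When 1 library was left out, 107 lost their call, 3 gained one, 3 changed sign and 73 stayed the same. A lost call did not always go with a smaller change. Havcr1 lost its call without control 2, where its log2 fold change rose from 5.80 to 7.34. Library sizes without the 10 highest genes changed nothing, since TMM absorbs such a change. Genes near the floor of 3 counts, such as Trem2 and Sprr2g in controls, limit a fold change to a lower bound.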

Other observations

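The tests of depth and of transcript length and GC content were chosen before their results were seen; the others were chosen after values bearing on them had been seen.

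Of the 10 splits of the 6 libraries into 2 groups of 3, 1 (the real one) gave as many as 2612 calls, and 1 gave as many with a 2-fold change. The other splits gave 0 calls. With 3 libraries against 3 the share cannot be lower than 0.1. For the gene lists, 5 of the 10 splits gave at least 9 lists past the camera threshold, and the real split was not the highest, since 1 gave 11. The number of lists therefore does not set the genotypes apart, and the medians per library carry more than the p-values.

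The proximal tubule list fell furthest, although KspCre is active in the distal nephron. The Lrp2 transcript (megalin) was at 503.6 CPM in knockouts and 2705 CPM in controls, whereas Umod overlapped between the groups. The study describes megalin expression in the cortex at this age as little affected, and the thick ascending limb as depleted. It also counts fewer megalin-positive tubules, and reports fibrosis and kidney failure with this driver. Both segments were thus reduced in the study, and its fibrosis and kidney failure may bear on the proximal tubule. Its tubule measures are of stained tissue and these are of transcripts from whole kidney, but the order of the list medians here is the reverse. That order rests in part on knockout 1. In knockout 2 the thick ascending limb median was -2.30 and the proximal tubule median -2.26, and without knockout 1 Umod had a log2 fold change of -3.55 and Lrp2 one of -3.15. Without knockout 1 the list medians were -2.13 and -2.63. The difference was not resolved. Several technical explanations for the proximal tubule fall were tested, and the controls' own medians lay between -0.23 and 0.15. The sex of the libraries was argued against by the median without the Xist-low control, which was -1.98. Transcript length and GC content were argued against by the median after their trend was removed, which was -2.27. The normalization was argued against by the median with library size alone, -1.87. Dilution of all nephron segments alike by added cells would move proximal tubule and intercalated cell genes together, but the proximal list lay below the intercalated one by more than in any control, and the smallest gap was -0.93. Less cortex in the knockout samples would lower podocyte genes too, but the lowest knockout median of these was 0.23. The highest control median was 0.18, so the margin was narrow, and with length and GC content corrected the podocyte fold change was 0.27, which is still not a fall. Open hypotheses, not tested further, are fewer proximal tubule cells and lower expression per cell after injury. These may both hold, and counts from whole kidney do not part them.

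The sex of control 2 bears on some single genes. Slc7a13, Cyp7b1 and Acsm3, from the list of sex-biased genes, had log2 fold changes of -5.39, -4.39 and -4.38 and were not called. They were high in control 2 alone, at 879.5, 559.2 and 679.3 CPM. In controls 1 and 3 they lay between 1.14 and 10.8 CPM, and in knockouts between 0.843 and 18.1 CPM. Kap had a log2 fold change of -4.55 and was called (edgeR, adjusted p 0.0445). It took 2.66% of the counts of control 2 and 0.591% and 1.10% of those of controls 1 and 3. Slc22a7 from the same list was called too, at -4.83 (edgeR, adjusted p 0.0271). It was high in all 3 controls (178.1, 320.3 and 204.6 CPM) and at -4.55 without control 2, where Kap was at -3.70, so control 2 does not account for its fall. Neither was called then. Slc22a28 went from -4.30 to -2.37 without control 2.

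Tfrc was not called lower in knockouts. The size of the fold change depended on 1 library, but the missing call did not. The library labelled knockout 1 was at 214 CPM and knockouts 2 and 3 were at 85.96 and 40.6 CPM, where control 3 was at 62.0. Without knockout 1 the log2 fold change of Tfrc was -0.96, and it was not called then either. A mislabelled knockout library was looked for in the share of genes outside the control range. Over genes selected without the library in question, each lay outside that range on the side of the other knockouts for at least 85.98% of genes. Chance gives 25% for unselected genes only, and the same 3 controls both selected these genes and set the range. No control was put through the same check. The share therefore shows that each knockout library differed from these controls in the direction of the other knockouts, and does not test its genotype. For knockout 1, of the 5332 genes called without it, these were the 5185 that were also tested over all 6 libraries. Too few were called without knockouts 2 and 3, so 997 and 974 of the genes with the lowest p were used. The correlation of log2 CPM between libraries went the other way for knockout 1. It was 0.960, 0.950 and 0.952 with controls 1 to 3, and 0.936 and 0.934 with knockouts 2 and 3. A wrong label was therefore not excluded, least of all for that library. The deleted exons hold 8.26% of the transcript, so a message without them may still be counted almost in full if it is as stable. Its stability was not measured. Whether this or the share of cells without deletion keeps the count up cannot be told apart, since counts per exon were not analysed here.

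The library labelled knockout 1 lay nearer to the controls than the other knockouts. Over the same 5185 genes, its median deviation from the controls was 45.6% of that of knockouts 2 and 3. These genes were called on knockouts 2 and 3 without knockout 1, which favours large deviations in those libraries. Knockouts 2 and 3, each over genes selected without it, were at 124.8% and 108.3% of the other knockouts. After all libraries were thinned to the depth of the smallest the value for knockout 1 was 45.2%, which argues against depth. A different extent of deletion or disease in that animal stays open as an untested hypothesis. The difference bears most on the thick ascending limb list, where knockout 1 had a median of -0.10 and knockouts 2 and 3 had -2.30 and -1.65.

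The adult globin genes Hba-a1, Hba-a2, Hbb-b1 and Hbb-b2 were listed at 0 in all 6 libraries, while the red cell gene Alas2 was at 12.2 ± 3.44 CPM in controls and 10.2 ± 4.61 CPM in knockouts (SD, n = 3 each). Reads shared between near-identical genes are a candidate cause. Of 231 other genes with as few unique 100-base words (25.5% to 51.3%), 57.1% had counts, against 80.9% of all genes in the tables. The prediction set a majority with counts as evidence against this cause, and the value lies just on that side. It was not taken as decisive, because 99 of these genes were at 0 and a gene can be at 0 for lack of expression. A first comparison had used all globin genes, embryonic ones included, and gave 86.8% with counts. It was replaced after that value was seen, because some embryonic globins are 100% unique and the range then took in nearly every gene. The cause cannot be told apart from gene models that overlap in the authors' annotation, which was not found. The blood content of the kidneys was therefore not compared through globins.

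With DESeq2's Wald test, the tool the study names, 1969 genes were called higher with at least a 2-fold change, and 1315 with edgeR. Both are higher than the count quoted from the study above, which is for younger kidneys. Without any 1 of the controls the edgeR count was 0, with between 2725 and 3183 genes in both directions at an unadjusted p under 0.05.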
